A study of Mus musculus with 18 samples.

How the data were processed

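Poly-A RNA from the substantia nigra of mice was sequenced in 18 libraries, 6 from intact mice, 6 from mice given an adeno-associated virus (AAV) carrying GFP, and 6 from mice given an AAV carrying SIRT3. Per the labels' protocols, tissue was taken at 3 months of age, about a month after the virus, and the libraries were stranded and read in pairs of 100 bp. Groups and replicate numbers were taken from the sample titles. All 18 columns of the deposited table were matched to samples, and 0 columns of per-sample values were left without a match.

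The deposited values are a signal per gene, and per the name of the deposited table they are HTSeq read counts normalised by DESeq2. The aligner, genome build, annotation, strand setting and tool versions are not stated in the labels or in the table. From the values, each column is a set of whole reads divided by one size factor per library. Multiplying each column by its size factor gave whole numbers for 100% of the values above 0, with a largest deviation of 4.4e-09 reads. For intact replicate 4 and AAV-SIRT3 replicate 4 the size factors were 1.00 and 1.01, so the steps of the values are a weaker proof of whole reads there. Median-of-ratios size factors computed from the recovered reads differed from the deposited ones by at most 2.7e-15 of their value.

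Depth was computed from the recovered reads and ran from 47182529 to 64728587 reads assigned to genes per library. The table lists 55270 genes, of which 38540 have a value above 0 in at least 1 library. Reads without molecular identifiers are not independent molecules, so statements on depth cover counting error alone. All pairs of replicates differed by more than sampling noise, with a chi-square per degree of freedom from 8.05 to 36.3, so each library was counted as 1 sample.

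The tests were run in R 4.3.3 with limma 3.58.1. Values were transformed to log2(value + 1), and fold changes are on that scale, which understates the change of genes with low values. Genes with a value of at least 10 in at least 6 of the 18 libraries were tested, which left 19443. One limma model held all 3 groups, with a trend in the prior variance, 15 residual degrees of freedom and Benjamini-Hochberg adjustment within each comparison at 0.05. Sirt3 was also compared by an exact two-sided permutation test of the 6 against 6 libraries.

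A set of 16 gene lists was fixed before the data were examined, as were the groups, the main test, the rule for naming genes and the alternatives other than those given below as added. The lists cover dopaminergic neurons, nuclear-encoded OXPHOS (oxidative phosphorylation), mitochondrially encoded genes, mitochondrial biogenesis and antioxidant genes, sirtuins other than Sirt3, microglia and phagocytosis, reactive astrocytes, interferon response and antigen presentation, T cells, immediate early genes, oligodendrocytes and myelin, endothelium, GABAergic neurons, thalamus, hippocampus and cortex, and sex-linked genes. They were tested with camera at a preset correlation between genes of 0.01, adjusted over the lists. The mean log2 value of a list relative to the intact mean served as its score in each library, and scores were compared by exact permutation tests adjusted over all 48 list and comparison pairs. For each comparison, genes are named when past the threshold with a mean of at least 50 over the 12 libraries, as the 5 largest rises and the 5 largest falls. Sirt3, Th, Slc6a3, Gfap and Aif1 are given in any case. Members of a list may also be named when they or their list pass the threshold.

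Alternatives were TMM factors, quantile normalisation, pseudocounts of 0.5 and 10, all genes with a value above 0, genes with a mean of at least 50, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, fits of the 2 groups compared, a replicate block, the first residual component, array weights, robust moderation, an adjusted p under 0.1, fry, camera with an estimated correlation, and leaving out each library. Removal of trends with transcript length and GC content, and a thalamus score as covariate, were added after seeing the data. So were lists for pan-neuronal, homeostatic microglial, activated microglial, hemoglobin, anterior pituitary and choroid plexus genes, which were used in the closing observations alone, and a list of ribosomal protein genes.

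Transcript length, GC content and position were taken from GENCODE M21 (GRCm38) by symbol, which matched 49189 of the 55270 genes. The build of the table is not stated, so these positions locate the gene in GENCODE M21 and not the authors' reads. Among the tested genes, 18855 had a length and a GC content.

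The procedure was tested on simulated counts drawn from the real means and library sizes. With 200 of 19443 genes changed, limma called 167 of them (83.5%) and made 8 false calls. It called 62.1% of the genes with a planted log2 fold change of 0.5, 89.9% at 1 and 98.5% at 2. A comparison with nothing planted gave 0 calls. A planted length trend gave 5970 false calls before its removal among 19443 genes, and 7 after it among 18855. The planted trend was a straight line in log2 length, which the removed curve can always follow, so this checks the computation alone. Counts were simulated independently for each gene, so the false calls do not cover trends shared by many genes. Figures were drawn with matplotlib in Python.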

Results

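Gene expression was measured in the substantia nigra, the midbrain region that holds dopaminergic neurons, of 3 groups of 6 mice. The labels call the control group intact and name no treatment for it, AAV-GFP mice overexpressed green fluorescent protein, and AAV-SIRT3 mice overexpressed SIRT3, a mitochondrial deacetylase. Recovered depth was 55.1 ± 5.03 M reads (megareads) in intact libraries, 55.6 ± 5.72 in AAV-GFP and 55.8 ± 4.79 in AAV-SIRT3 (SD, n = 6 each). Mitochondrially encoded genes took 7.68 ± 0.272%, 8.03 ± 0.401% and 8.25 ± 0.274% of the reads. In each of the 18 libraries Ddx3y, a Y-linked gene, was at least 3616 normalised reads and Xist at most 8.30. The 1st principal component held 15.2% of the variance, of which 84.0% lay between the groups (permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 5e-05 over 5 components).

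Sirt3 was examined first because it is the gene delivered by the virus and so checks the labels. In GENCODE M21 (GRCm38) it lies on chromosome 7 from 140863666 to 140882309 on the minus strand, and it overlaps Psmd13 and Ric8a on the opposite strand. Whether the counting used strand is not stated, so reads of these neighbours cannot be excluded from its value. The labels do not say whether the delivered coding sequence was the mouse one. Normalised reads were 1824 ± 66.3 in intact, 1775 ± 92.4 in AAV-GFP and 1937 ± 79.4 in AAV-SIRT3 libraries (SD, n = 6 each). The excess of AAV-SIRT3 over AAV-GFP was 9.15%, a log2 fold change of 0.13 (SE 0.042). It did not pass the threshold over all genes (limma, adjusted p = 0.183), while the exact two-sided permutation p for this gene alone was 0.0152, where the smallest possible is 0.00216, and AAV-SIRT3 was higher in 33 of 36 pairs of libraries. Without AAV-GFP replicate 2 it rose by 0.15 and passed (limma, adjusted p = 0.039), and over the 33 alternatives the adjusted p ran from 0.039 to 0.359. AAV-SIRT3 against intact gave 0.09 (adjusted p = 0.148, exact permutation p = 0.0325) and AAV-GFP against intact gave -0.04 (adjusted p = 0.656, exact permutation p = 0.307). The overlapping genes rose in the same comparison, Psmd13 by 0.10 (SE 0.0549) and Ric8a by 0.13 (SE 0.0408). The difference of Sirt3 from Psmd13 was 0.03 (SE 0.045), so the transcript level of Sirt3 is a weak check of the labels.

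**Figure D1:**
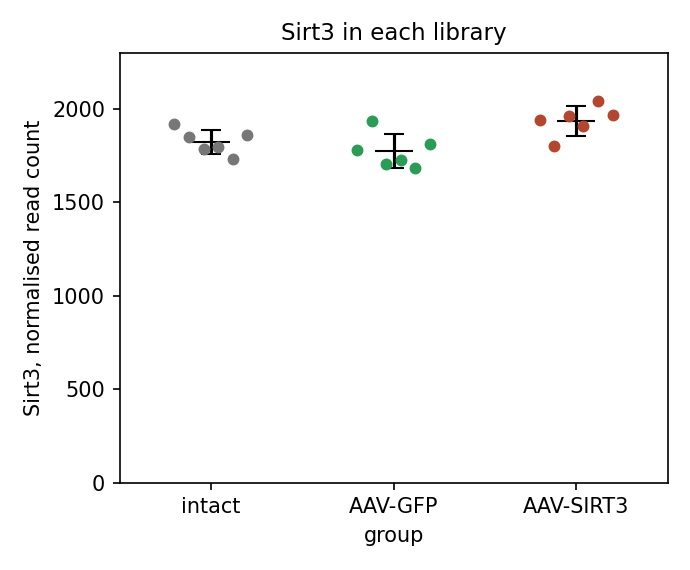
Normalised read count of Sirt3 (vertical axis) in the 6 libraries of each group (points), with the mean and SD (bars). The AAV-SIRT3 libraries lie between 1801 and 2041 and overlap the AAV-GFP libraries, which lie between 1684 and 1936.

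The comparison of AAV-SIRT3 with AAV-GFP asks what differed between the delivered genes, SIRT3 and GFP, beyond the virus itself. No group received the virus without a delivered gene, so a difference may come from SIRT3 or from GFP. Of 19443 genes, 22 passed the threshold, 7 higher and 15 lower in AAV-SIRT3, against 2964 at an unadjusted p under 0.05. This count rested on the choice of test and on a single library. DESeq2 on the recovered reads called 304 genes and edgeR called 24. Leaving out AAV-GFP replicate 2 raised the count to 861, and leaving out AAV-SIRT3 replicate 5 lowered it to 5. Among 100 splits of the 12 libraries into 2 groups of 6, 5 gave at least 22 genes, the real split included. The 4 others placed AAV-GFP replicate 2 with most of the AAV-SIRT3 libraries.

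The largest rises were Oasl2 with 1.22 (SE 0.242, adjusted p = 0.0487), Ifit3 with 1.03, Gm29216 with 0.90, Banp with 0.60 and Dpysl2 with 0.38. In GENCODE M21 Oasl2 lies on chromosome 5 from 114896936 to 114912234, Ifit3 on 19 from 34583531 to 34588731, Banp on 8 from 121949750 to 122029258 and Gpnmb on 6 from 49036546 to 49070929. C3 lies on 17 from 57203970 to 57228136 and Serpina3n on 12 from 104406729 to 104414329. Gm29216, on chromosome 1 from 24615706 to 24616197, is annotated as a pseudogene, and whether its reads were shared with a similar sequence is not known. Banp rose from 871.3 ± 115 to 1319 ± 133 normalised reads (SD, n = 6 each, limma adjusted p = 0.00228), with no overlap between the groups. It overlaps genes on both strands in GENCODE M21, and which of them the counting assigned is not known. The largest falls were Gpnmb with -2.08 (SE 0.267, adjusted p = 0.00198), Clec7a with -1.67, C3 with -1.32, Serpina3n with -0.88 and A2m with -0.66. Gpnmb fell from 488.8 ± 225 to 107.6 ± 35 normalised reads. Against intact, AAV-SIRT3 differed by -0.109 in Gpnmb, -0.014 in C3, 0.001 in Serpina3n and -0.164 in A2m, and none of these passed. Clec7a was higher than in intact, by 0.917 (limma, adjusted p = 0.0309). Banp, Gpnmb, C3 and Serpina3n passed in each of the 18 fits that left out one library. Oasl2, Ifit3 and Dpysl2 each lost the call in 13 of them, Clec7a in 4, Gm29216 in 3 and A2m in 1, without AAV-SIRT3 replicate 5. Th (0.30, adjusted p = 0.122), Slc6a3 (0.33, adjusted p = 0.143), Gfap (-0.55, adjusted p = 0.0758) and Aif1 (0.02, adjusted p = 0.941) did not pass. Without AAV-GFP replicate 2 the first 3 did, with Th at 0.34 (adjusted p = 0.0294), Slc6a3 at 0.37 (0.0463) and Gfap at -0.57 (0.0234). Gfap also passed without AAV-GFP replicate 6, at -0.62. Over the 18 fits that left out one library the adjusted p of these 3 genes ran from 0.0294 to 0.284, from 0.0463 to 0.315 and from 0.0234 to 0.204.

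Of the 16 preset lists, 9 passed in this comparison by camera at the preset correlation. Mean log2 fold changes were 0.66 for interferon response, 0.20 for dopaminergic neurons, 0.20 for GABAergic neurons, 0.14 for OXPHOS and 0.05 for mitochondrial biogenesis. They were -0.57 for reactive astrocytes, -0.37 for microglia, -0.28 for immediate early genes and -0.22 for endothelium. At least 9 lists passed in 9 of the 100 splits, the real one included, so camera passed as many lists in other groupings of the same libraries. With fry 5 of the lists held (OXPHOS, mitochondrial biogenesis, reactive astrocyte, interferon and GABAergic), and with an estimated correlation 0 did, where 5 of the 16 had an unadjusted p under 0.05. By exact permutation of the scores 3 held after adjustment: interferon (adjusted p = 0.0148, with all 6 AAV-SIRT3 libraries above the highest AAV-GFP library), mitochondrial biogenesis (0.0389) and dopaminergic (0.0416). The OXPHOS scores gave an exact permutation adjusted p of 0.083, and 81 ribosomal protein genes rose by as much (0.14, SE 0.075). Among OXPHOS genes, 48 of 74 passed when adjusted over the list alone and 0 over all genes tested, and for interferon genes these counts were 16 and 2 of 24. The interferon mean was 0.46 without AAV-SIRT3 replicate 6. The sex-linked list passed without AAV-GFP replicate 2, at -0.13. Lists that did not pass were T cell (0.21), hippocampus and cortex (0.05), mitochondrially encoded (-0.005), sirtuins (-0.03), oligodendrocyte (-0.004), thalamus (-0.001) and sex-linked (-0.09). The T cell mean ran from 0.12 without AAV-GFP replicate 1 or AAV-SIRT3 replicate 6 to 0.32 without AAV-SIRT3 replicate 2. The sex-linked mean was -0.05 without AAV-GFP replicate 1. The sirtuin mean ran from -0.045 without AAV-GFP replicate 5 to -0.01 without AAV-GFP replicate 2.

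**Figure D2:**
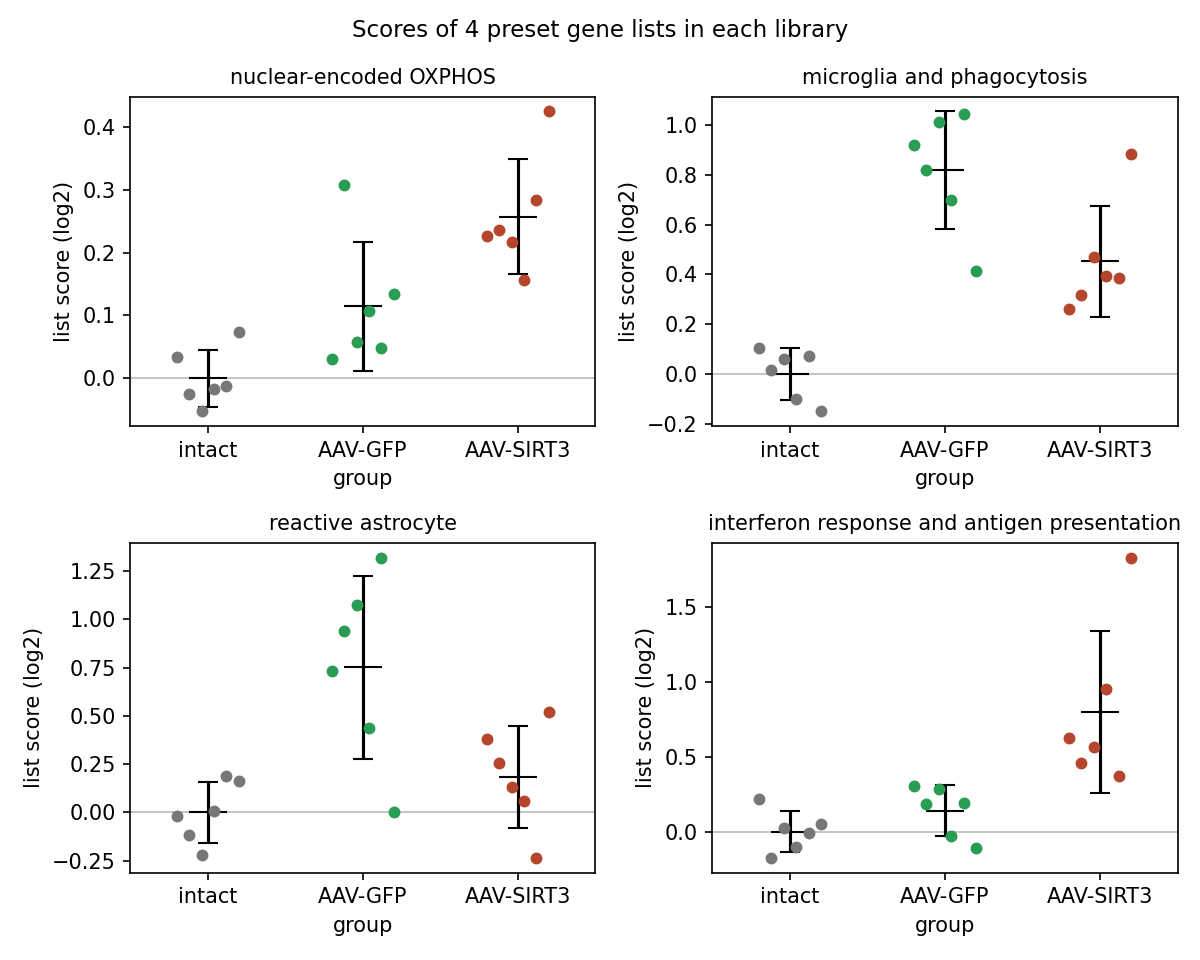
Mean log2 expression of 4 preset lists relative to the intact mean (vertical axes) in each library (points), with group mean and SD (bars). The interferon scores average 0.80 in AAV-SIRT3 and 0.14 in AAV-GFP, and the microglia scores average 0.45 and 0.82.

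AAV-GFP was compared with intact tissue to show what accompanied the virus, its injection and GFP. Here 358 genes passed, 160 higher and 198 lower, and 1 of the 100 splits, the real one, gave as many. DESeq2 called 1000 genes. The count ran from 129 without intact replicate 3 to 686 without AAV-GFP replicate 1, and with the thalamus score of each library as a covariate it was 35. Intact libraries differed in that score: Prkcd was 7651, 7763 and 9445 normalised reads in replicates 1, 3 and 5, and at least 18060 in the other intact libraries.

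The largest rises were Itgax with 2.80 (SE 0.388, adjusted p = 0.00131), Clec7a with 2.59, Gpnmb with 1.97, Lgals3 with 1.68 and C030013G03Rik with 1.36. Clec7a rose from 27.92 ± 3.49 to 181.3 ± 62.3 normalised reads (SD, n = 6 each), with no overlap between the groups. The largest falls on the log2 scale were those of Prl, from 244.1 ± 161 to 18.62 ± 29.8 normalised reads (SD, n = 6 each, limma adjusted p = 0.0234), then Gh with -4.24, Pomc with -2.65, Pax5 with -1.28 and Vgll3 with -0.99. Prl, Gh and Pomc varied widely among intact libraries (Gh 1195 ± 774), and Pomc lost the call in 12 of the 18 fits that left out one library, Vgll3 in 9, Prl in 4, Gh in 3 and C030013G03Rik in 2. Pax5 lost it without AAV-GFP replicate 5, at -1.18. In GENCODE M21 Itgax lies on chromosome 7 from 128129547 to 128150657, Clec7a on 6 from 129461591 to 129472779, Prl on 13 from 27057570 to 27065205 and Gh on 11 from 106300271 to 106301865. C030013G03Rik had no match there. Slc6a3 fell by 0.44 (adjusted p = 0.0263), Gfap rose by 0.50 (adjusted p = 0.0388) and Aif1 rose by 0.47 (adjusted p = 0.0283). These lost the call in 3, 8 and 6 of the 18 fits. Th (-0.28, adjusted p = 0.0755) passed without intact replicate 2 alone, at -0.34 (adjusted p = 0.0251).

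By camera 8 lists passed: microglia (mean 0.82), reactive astrocyte (0.75), thalamus (0.52), immediate early (0.18), OXPHOS (0.12), oligodendrocyte (0.055), GABAergic (-0.15) and dopaminergic (-0.29). At least 8 lists passed in 15 of the 100 splits, the real one included. The immediate early and oligodendrocyte lists each lost the call in 4 of the 18 fits that left out one library, with means down to 0.06 without intact replicate 1 and 0.028 without AAV-GFP replicate 3. The GABAergic list lost it without AAV-GFP replicate 1, at -0.11. With the thalamus covariate the dopaminergic mean was -0.07 and did not pass. Without AAV-GFP replicate 2 the OXPHOS mean was 0.08. With fry 4 held (microglia, reactive astrocyte, dopaminergic and thalamus), and with an estimated correlation microglia alone did (adjusted p = 0.0288). By exact permutation of the scores microglia (adjusted p = 0.0148, with all 6 AAV-GFP libraries above the highest intact library) and reactive astrocyte (0.0416) held. Of 24 microglial genes 21 passed when adjusted over the list alone and 16 over all genes tested, each of the 16 higher in AAV-GFP. Lists that did not pass were T cell (0.45), interferon (0.14), mitochondrially encoded (0.03), mitochondrial biogenesis (0.03), endothelium (0.03), sirtuins (0.01), sex-linked (-0.09) and hippocampus and cortex (-0.30). The last passed without intact replicate 1 (-0.42) or 2 (-0.38), and the interferon list passed in 4 of the fits that left out one library, at up to 0.19 without AAV-GFP replicate 6. The sex-linked mean was -0.05 without AAV-GFP replicate 2.

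AAV-SIRT3 against intact combines both differences. Of the genes tested, 4214 passed, 2206 higher and 2008 lower, with 652 of them over 1.5-fold, and 1 of the 100 splits gave as many. The thalamus covariate moved the count most, to 1974, and leaving out one library gave 3279 to 4633. The largest rises were Lcn2 with 2.89 (adjusted p = 0.0474), Gm17922 with 1.92, Ifi27l2a with 1.60, Snx31 with 1.48 and C030013G03Rik with 1.46. In GENCODE M21 Lcn2 lies on chromosome 2 from 32384633 to 32388252. Gm17922, on 14 from 93202100 to 93202901, is annotated as a processed pseudogene inside Pcdh9. The largest falls were Prl with -3.30, Gh with -3.16, Pomc with -2.61, Mfrp with -2.25 and Kcnj13 with -1.74. Lcn2, Prl, Mfrp, Kcnj13 and Snx31 lost the call in 11, 7, 8, 8 and 3 of the 18 fits that left out one library, and Snx31 was 0.89 without intact replicate 1. Mfrp was 450.5 normalised reads in intact replicate 2 and at most 83.26 in the other intact libraries. Aif1 rose by 0.49 (adjusted p = 0.00327), while Th (0.02, adjusted p = 0.908), Slc6a3 (-0.11, adjusted p = 0.457) and Gfap (-0.05, adjusted p = 0.822) did not pass. Slc6a3 was -0.03 without AAV-SIRT3 replicate 6.

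By camera 7 lists passed: interferon (mean 0.80), thalamus (0.52), microglia (0.45), OXPHOS (0.26), mitochondrial biogenesis (0.075), sex-linked (-0.17) and endothelium (-0.20). At least 7 lists passed in 30 of the 100 splits, the real one included. Of these 7, 6 held with fry and 0 with an estimated correlation, where 2 of the 16 had an unadjusted p under 0.05. The endothelial and sex-linked lists each lost the call in 2 of the fits that left out one library. By exact permutation of the scores OXPHOS, mitochondrial biogenesis, microglia, interferon and sex-linked (adjusted p = 0.0148 each) and T cell (0.0471) held. Lists that did not pass by camera were T cell (0.66), reactive astrocyte (0.19), GABAergic (0.05), oligodendrocyte (0.05), mitochondrially encoded (0.02), sirtuins (-0.01), dopaminergic (-0.09), immediate early (-0.10) and hippocampus and cortex (-0.26). Without intact replicate 1 the immediate early mean was -0.22 and passed (adjusted p = 0.0158), and the oligodendrocyte mean was 0.08 and passed, as it did at 0.07 without AAV-SIRT3 replicate 4. Without intact replicate 2 the dopaminergic mean was -0.15 and passed (adjusted p = 0.0202), and without intact replicate 1 it was -0.04. The adjusted p over these 18 fits ran from 0.0158 to 0.51 for immediate early and from 0.0202 to 0.566 for dopaminergic. The reactive astrocyte mean was 0.12 without AAV-SIRT3 replicate 6, and the hippocampus and cortex mean -0.16 without intact replicate 5. The GABAergic mean ran from 0.032 without AAV-SIRT3 replicate 4 to 0.083 without intact replicate 1.

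The fold changes of both AAV groups against intact correlated across genes with r = 0.68. Genes are not independent replicates, and both comparisons use the same intact libraries: unchanged groups simulated against shared controls gave 0.50 (0.46 to 0.53). With disjoint sets of intact libraries r averaged 0.36 (0.30 to 0.40), where simulation gave -0.001. The simulation drew each gene independently, so it leaves out trends shared by many genes of a library, such as that with transcript length. Whether 0.36 exceeds what such trends give between unchanged groups was therefore not tested. Of genes past the threshold in both, 291 were shared and each changed in the same direction. The 22 genes of AAV-SIRT3 against AAV-GFP shared 5 with AAV-GFP against intact, all in opposite directions. Both comparisons use the AAV-GFP libraries, which alone favours opposite signs.

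Fold changes fell with transcript length across genes, with a Spearman correlation of -0.14 for AAV-SIRT3 against AAV-GFP, -0.15 for AAV-GFP against intact and -0.20 for AAV-SIRT3 against intact. Relative to the gene means, the correlation of expression with length lay between 0.084 and 0.133 in intact libraries, between -0.213 and 0.079 in AAV-GFP, and between -0.228 and -0.004 in AAV-SIRT3. The lowest AAV-GFP value belonged to replicate 2.

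**Figure D3:**
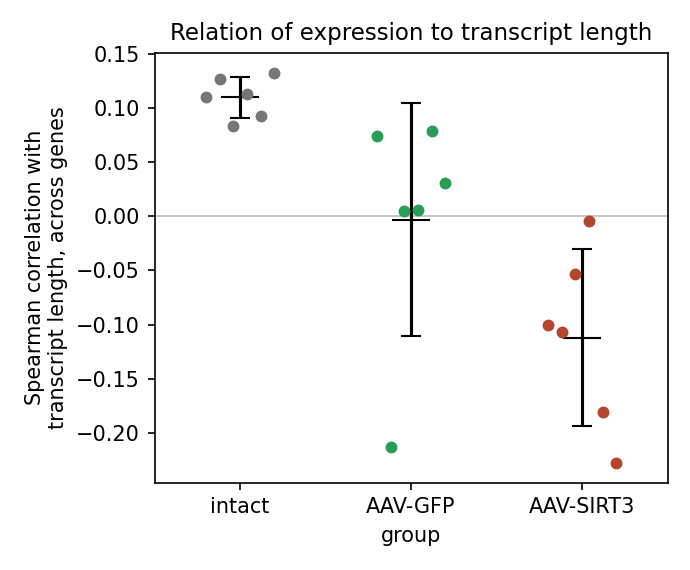
Spearman correlation across genes between a library's log2 expression relative to the gene means and transcript length (vertical axis), for each library (points), with group mean and SD (bars). AAV-GFP replicate 2 lies at -0.213, near the lowest AAV-SIRT3 library at -0.228.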

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

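A library was singled out when its gap to the nearest other library of its group, as a share of the group's range, exceeded Dixon's critical value for 6 samples. Of 123 groups of values tested, 18 met this, where 6.15 would by chance if values were normally distributed. Of the 18, 6 belong to AAV-SIRT3 replicate 6. For genes the gaps were taken on normalised reads and not on the log2 scale of the tests. High values stand apart more on that scale, so part of the excess, and of the values of this library, may come from it. The values are not independent, since several genes of one process are among them. Apart from the preset list tests and the fits that left out one library, the tests in this part were chosen only after the results were seen.

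AAV-SIRT3 replicate 6 was the highest of its group for Oasl2 (1896 normalised reads, next 928.6), Ifit3 (2551, next 1399), Ifi27l2a (516.5, next 193.5), Lgals3 (119.3, next 66.66) and the microglia score (0.8843, next 0.4687). It was the lowest for Slc6a3 (7743, next 10540). It does not account for the interferon difference as a whole: without it the list mean against AAV-GFP was 0.457 and stayed past the camera threshold. The mean of the T cell list in that comparison, 0.205, did not pass and was below that of the interferon list by 0.457 (SE 0.211). Few genes of the T cell list were tested, and its score was highest in the same 2 AAV-SIRT3 libraries as the interferon score, replicate 6 (1.10) and replicate 4 (0.992), so lymphocytes cannot be told apart as a source. With length and GC trends removed the interferon mean was 0.684. Its depth, 48.6 M reads (megareads), was below the 51.6 to 61.2 of the others, but by the trend with depth within groups in the other 17 libraries its interferon score was too high by 1.17 (SE 0.212) and its microglia score by 0.435 (SE 0.188). This argues against depth as the whole cause of either. Its Slc6a3 deviated from the other AAV-SIRT3 libraries by -0.375 more than the other dopaminergic genes did (SD of that difference 0.061), and these themselves deviated by -0.099, with the lowest score of the group (-0.174, next -0.141). A smaller share of dopaminergic neurons therefore does not cover the whole fall. A difference between the mice in their response to the virus stays open and was not tested.

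AAV-GFP replicate 5 was the lowest of its group for Slc6a3 (6087, next 8113). This deviated by -0.303 more than the mean of the other dopaminergic genes (SD 0.05), which itself deviated by -0.191. Leaving this library out moved Th in AAV-GFP against intact from -0.284 to -0.214, and Slc6a3 from -0.439 to -0.357. Th thus fell along with Slc6a3 in this library, so a smaller share of dopaminergic neurons is not excluded and stays open.

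AAV-GFP replicate 5 and intact replicate 2 were the highest of their groups for Mfrp (370.5 and 450.5, next 18.66 and 83.26) and Kcnj13 (228.3 and 221.2, next 83.89 and 87.85). Choroid plexus in these dissections is a candidate explanation. Over 18 libraries the mean of both genes correlated with that of 7 other choroid plexus genes with a Spearman rho of 0.796 (permutation p = 0.00014, adjusted 0.00028 over 2 relations) and a Pearson r of 0.869 (permutation p = 3e-05), and r was 0.60 without the 2 farthest libraries. Ttr, the most abundant of them, was 39160 and 44470 in these libraries. No biological explanation was tested.

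Within their groups, Gh was highest in AAV-GFP replicate 3 (314.0, next 70.21) and Pomc in intact replicate 4 (3680, next 1494). Pituitary tissue in some dissections is a candidate explanation for these and for the higher Prl, Gh and Pomc of intact libraries. The mean of the 3 genes correlated over 18 libraries with that of 6 other pituitary genes with a Spearman rho of 0.695 (permutation p = 0.0019, adjusted 0.0019) and a Pearson r of 0.711 (permutation p = 0.00077), and r was 0.62 without the 2 farthest libraries. Cga, one of the 6, reached 102.4 normalised reads in intact replicate 2. An effect of the virus on these genes was not tested apart from this.

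The OXPHOS score of AAV-GFP replicate 2 was 0.3081, the highest of its group (next 0.134). With length and GC trends removed its score was 0.257, still the highest of the group (next 0.139). Its gap fell from 0.629 to 0.525 of the range, so these trends may account for part of its standing apart. Ribosomal protein genes were also the highest of the group in this library, with a score of 0.344. Its OXPHOS score minus that score was -0.036, at the lower end of the other AAV-GFP libraries (-0.036 to 0.049). This leaves a general rise of short abundant transcripts open.

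Among intact libraries the immediate early score was lowest in replicate 1 (-0.6057, next 0.0008616). Its depth, 60.9 M reads, lay above the 47.2 to 60 of the other intact libraries, but the trend with depth in the other 17 libraries left a deviation of -0.61 (SE 0.181), which argues against depth as the whole cause. Pax5 was highest in the same library (936.0, next 390.2). Within their groups, Serpina3n was highest in intact replicate 3 (2278, next 1645) and the oligodendrocyte score in AAV-GFP replicate 3 (0.1908, next 0.07121). No explanation was tested for these 3 values.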

How the results depend on the processing

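Sirt3 kept its direction in each of the 33 alternatives of each comparison. It ran from -0.065 to -0.025 in AAV-GFP against intact and from 0.038 to 0.107 in AAV-SIRT3 against intact, and passed in neither. In AAV-SIRT3 against AAV-GFP it ran from 0.10 to 0.152 and passed the threshold in 1, without AAV-GFP replicate 2 (0.152), with a range of 0.111 to 0.152 over the 18 fits that left out one library.

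The number of genes in AAV-SIRT3 against AAV-GFP (22) was the least stable result. It was 304 with DESeq2, 121 with array weights, 87 (63 higher, 24 lower) with length and GC trends removed, 80 at an adjusted p under 0.1, 64 with the first residual component, and 8 with the 2 groups alone, which lowers the residual degrees of freedom. The 22 genes were all among those of DESeq2. Leaving out one library gave 5 to 861. In AAV-GFP against intact (358) it was 1144 at an adjusted p under 0.1, 1000 with DESeq2, 773 with the residual component, 638 with array weights, 199 with the 2 groups alone, 164 with all genes above 0 and 35 (32 higher, 3 lower) with the thalamus covariate, of which 31 were among the 358. Leaving out one library gave 129 to 686. AAV-SIRT3 against intact (4214) was 1974 with the thalamus covariate and 3279 to 4633 with one library left out. Apart from the widened threshold, the residual degrees of freedom and the larger number of genes tested, the cause was not tested. The thalamus covariate and the removal of trends were chosen after seeing the data.

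Replicate numbers do not pair the samples: deviations of libraries with the same number correlated by 0.001 on average (-0.095 to 0.175), and 1 of 18 pairs was over 0.1. With the replicate block AAV-SIRT3 against AAV-GFP gave 13 genes, all among the 22.

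The share of higher genes moved by over 10 points with the trends removed, from 31.8% to 72.4% in AAV-SIRT3 against AAV-GFP, from 44.7% to 65.2% in AAV-GFP against intact and from 52.3% to 71.3% in AAV-SIRT3 against intact. In AAV-SIRT3 against AAV-GFP it was also 48.7% with DESeq2, 43% with array weights, 16.7% with all genes above 0, 15.8% with robust moderation, 12.5% with the 2 groups alone and 53.2% without AAV-GFP replicate 2. In AAV-GFP against intact it was 91.4% with the thalamus covariate. Over the fits that left out one library it ran from 10% to 53.2% in the first and from 44.5% to 57.9% in the second comparison.

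Lists past the threshold by camera (9, 8 and 7) fell to 5 and 4 in the first 2 comparisons with fry. The counts fell to 0, 1 and 0 with an estimated correlation, and to 5 in AAV-GFP against intact with the thalamus covariate. They rose to 11, 11 and 10 with all genes above 0, and to 10, 9 and 9 with array weights. The correlation of fold changes (0.681) was 0.715 with a pseudocount of 10, 0.583 with all genes, 0.732 with a mean of at least 50, 0.36 with disjoint intact libraries, and 0.63 to 0.712 with one library left out.

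With the thalamus covariate the dopaminergic list in AAV-SIRT3 against intact turned from -0.093 to 0.123 and passed the threshold (adjusted p = 0.0412). It was the one reversal past the threshold outside the fits that left out one library, and the cause of this and of the reversals below was not tested, except where the setting fixes the value. The covariate also turned Slc6a3 to 0.033 and Gfap to 0.167 there, and set the thalamus list to 0 by its construction. In AAV-SIRT3 against intact, Th became -0.001 with quantile normalisation and -0.005 with trends removed, and the mitochondrially encoded list -0.036 with quantile normalisation. In AAV-GFP against intact the mitochondrially encoded list became -0.009 with quantile normalisation, the sirtuin list -0.002 with array weights and the sex-linked list 0.11 with all genes above 0. In AAV-SIRT3 against AAV-GFP the mitochondrially encoded list became 0.014 with edgeR, 0.015 with DESeq2 and 0.078 with trends removed. The thalamus list became 0.001 with DESeq2, 0.031 with array weights and 0.041 with trends removed, the hippocampus and cortex list -0.01 with array weights, the oligodendrocyte list 0.014 and the sex-linked list 0.01 with trends removed.

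With one library left out, reversals occurred within these ranges. In AAV-SIRT3 against AAV-GFP: Aif1 -0.053 to 0.083, mitochondrially encoded -0.061 to 0.053, oligodendrocyte -0.018 to 0.023, thalamus -0.042 to 0.045, hippocampus and cortex -0.01 to 0.101. In AAV-GFP against intact: mitochondrially encoded -0.032 to 0.082, sirtuins -0.002 to 0.033, endothelium -0.012 to 0.063. In AAV-SIRT3 against intact: Th -0.043 to 0.062, Gfap -0.108 to 0.016, mitochondrially encoded -0.025 to 0.074, sirtuins -0.025 to 0.002. Among the results for single genes and lists, the fits that left out one library gave 145 weaker and 16 stronger calls and 1426 that kept direction and call. The other settings gave 107 weaker, 27 stronger and 1204 that kept both.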

Other observations

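Apart from the splits of the libraries, the tests below were chosen only after the results were seen, among them the removal of trends, the thalamus covariate and the lists of ribosomal protein, pan-neuronal, homeostatic and activated microglial genes.

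Among 100 of the 462 splits of the 12 libraries of each comparison, the number of genes was as large in 5 for AAV-SIRT3 against AAV-GFP, in 1 for AAV-GFP against intact and in 1 for AAV-SIRT3 against intact, the real split included each time. The largest other split gave 1735, 8 and 692 genes. The number of lists by camera was as large in 9, 15 and 30 of the 100 splits, so the list counts say little about the groups.

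The loss of calls in AAV-SIRT3 against AAV-GFP through AAV-GFP replicate 2 was not removed with the length and GC trends: 922 genes passed without it and 87 with it. A mislabelled AAV-SIRT3 library is a candidate explanation. Over 200 genes picked without the library to be placed, on a scale from the AAV-GFP mean (0) to the AAV-SIRT3 mean (1), it lay at 0.484, just below the lowest AAV-SIRT3 library (0.496). The other AAV-GFP libraries lay from 0.004 to 0.712, the highest being replicate 6, so the groups overlap on this scale and it decides nothing. Some values go with a mislabelled library. Its Sirt3, 1936 normalised reads, was the highest of AAV-GFP (next 1814) and within the 1801 to 2041 of AAV-SIRT3, though intact libraries reached 1920. On the first principal component it lay at 20.6, where the other AAV-GFP libraries reached 7.28 and the lowest AAV-SIRT3 library lay at 8.84. Other values go against it. Its interferon score of 0.186 was below the lowest AAV-SIRT3 library (0.374) but -1.13 SD from their mean, and 2 of 16 lists, reactive astrocyte (2.86 SD) and GABAergic (-3.3 SD), lay farther than 2 SD. Its activated microglial score was 1.49, where AAV-SIRT3 libraries reached 0.996, and its Gpnmb was 355.6 normalised reads, where they reached 171. A2m and Serpina3n were above the highest AAV-SIRT3 library in each AAV-GFP library. These genes, and several of that list, were picked for their difference between the same libraries, so a mislabelled library is not excluded by them and stays open. The library was kept.

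The OXPHOS difference between AAV-SIRT3 and AAV-GFP stayed with length and GC trends removed, at 0.147. It was no larger than that of ribosomal protein genes, from which it differed by -0.001 (SE 0.03), so a general rise of short abundant transcripts may account for it without a change specific to mitochondria. The pan-neuronal list rose by 0.059 (SE 0.027), less than OXPHOS by 0.084 (SE 0.056), so a larger share of neurons cannot be told apart at this spread. An effect of SIRT3 on mitochondrial genes was not tested apart from these. Of the genes of AAV-SIRT3 against intact, 4432 passed with the trends removed. Of the 4214 that passed before, 4096 had a length and GC content and 3164 passed again, which argues against the trends as the whole cause for those genes. The lower genes went from 2008 to 1270 and the higher genes from 2206 to 3162, so the trends may account for part of the lower calls.

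The microglial rise in AAV-GFP over intact was not alike across microglial genes. A list of 12 homeostatic genes rose by 0.123 (SE 0.045) and 11 other preset members by 0.483 (SE 0.101), leaving out 8 that had been seen at the top, a difference of 0.36 (SE 0.08). A larger share of microglia alone is argued against by this, and a share of thalamus by the list mean of 0.966 with the thalamus covariate. Activation of microglia by the virus, the injection or GFP stays open, and these are confounded in the design. An activated microglial list, which holds genes seen at the top, rose by 1.47 and in AAV-SIRT3 against AAV-GFP changed by -0.98. The lower dopaminergic list of AAV-GFP was -0.073 with the thalamus covariate and no longer passed, so a different share of thalamus in the dissections may account for most of it.

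Genes changed in AAV-GFP were examined for a move back in AAV-SIRT3, with the 200 genes picked in 3 AAV-GFP libraries and the move measured against the others. Over 20 divisions, 42.7% of the picked genes moved back (14.5% to 70%), against 41.7% of the other genes. The picked genes exceeded the others by over 5 points in 8 divisions. In several others they fell below by over 5 points, as with 14.5% against 36.5% and 15% against 35.4%. Among raised genes the share was 57.5% and among lowered genes 31.5%. Over the picked genes, the slope of the move on the first change gives more weight to larger changes. It was negative in each of the 20 divisions, from -0.271 to -0.013, and was not computed for the other genes. Genes were picked and moves measured in different AAV-GFP libraries, so noise shared through these libraries is not the open question. The shares vary this widely and the divisions reuse the same libraries, so a reversal beyond that of the other genes stays open.

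The Sirt3 rise of AAV-SIRT3 over AAV-GFP differed from that of the overlapping Psmd13 by 0.026 (SE 0.045), so reads of Psmd13 cannot be told apart as a source. With length and GC trends removed it was 0.10, which argues against them as its whole cause. In AAV-SIRT3 against intact Sirt3 went from 0.087 to 0.038 with the trends removed, so they may account for part of that difference. Gm29216 rose by 0.909 (SE 0.226) more than the mean of the mitochondrially encoded genes. These changed in both directions and reads would be shared with a single one of them, so this decides nothing about reads shared with mitochondrial RNA.

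Other lists chosen after seeing the data gave, for AAV-GFP against intact, means of -2.10 (SE 0.491) for 7 anterior pituitary genes, -0.42 (SE 0.719) for 9 choroid plexus genes and 0.50 (SE 1.03) for 3 hemoglobin genes. The choroid plexus and hemoglobin means were smaller than their SE there. The anterior pituitary list holds Prl, Gh and Pomc, which are among the largest falls of both comparisons with intact. Its means therefore rest in part on genes already seen to fall. For AAV-SIRT3 against intact the means were -1.76 (SE 0.467), -1.13 (SE 0.518) and 1.57 (SE 0.787), each over 1.5 times its SE, and the choroid plexus list holds Mfrp and Kcnj13, which are among the largest falls of that comparison. For AAV-SIRT3 against AAV-GFP they were 0.35 (SE 0.438), -0.71 (SE 0.537) and 1.08 (SE 1.05).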
